A study of Mus musculus with 10 samples. Its data were reported in "Primary cilia on muscle stem cells are critical to maintain regenerative capacity and are lost during aging" (2022).

How the data were processed

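RNA was measured by sequencing in muscle stem cells (MuSCs), the resident stem cells of skeletal muscle, which were sorted from mouse hindlimb muscle. There were 10 libraries in 4 groups. Aged MuSCs, from mice 24 months of age, were kept on hydrogels for 24 h with vehicle (3 libraries) or with 5 µM SAG (3 libraries), a small molecule that activates Smoothened, the receptor that switches on Hedgehog signalling. Young MuSCs, from mice 2 to 4 months of age, came from controls (2 libraries) or from mice carrying a Pax7-driven conditional deletion of Ift88 (2 libraries, labelled IFTKO). IFT88 is a transport protein needed to build the primary cilium. Groups and replicate numbers were taken from the sample titles. The SAG dose is that of the labels. The study's methods state a lower dose for its cultures, so the dose is uncertain. The RNA came from small numbers of sorted cells, and the cDNA was amplified before library construction. The study's methods state one sequencing depth for its samples, higher than the reads assigned to transcripts in these files.

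The authors quantified each library with Salmon within the bcbio pipeline against the mm10 mouse genome and deposited, per transcript, an estimated read count (an expected count that need not be whole), a TPM value (abundance relative to all transcripts of the library), a length and an effective length. The TPM values of the deposited files were used only to describe single transcripts and to weight effective lengths. The authors also deposited a table for each comparison with a mean normalized count, a log2 fold change with its standard error, the Wald score (the fold change divided by that error), a p-value and an adjusted p-value per gene. The methods name DESeq for these tables. The design formula is not stated there.

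Of the 140825 transcripts in the files, 139958 (99.4%) were matched without version number to the GENCODE M21 annotation of GRCm38 (mm10). The annotation release used by the authors is not stated. Coordinates are those of GRCm38, counted from 1. Expected counts were summed to 54203 genes and rounded to whole numbers. Reads on unmatched transcripts, 0.23 to 0.389% of a library, were left out of the tests. The strand setting of the quantification is not stated, so antisense and overlapping genes are uncertain.

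The choices in this paragraph were made before the data were examined. Each comparison was fitted on its own libraries with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and genes kept by filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p-value under 0.05. The number of genes at an unadjusted p-value under 0.1 was counted too, since the study used that threshold. Named in the text are Ift88, the Hedgehog response genes, the genes the study names for calcium signalling, Gα signalling and cell cycle, and in each comparison up to 5 called genes per direction with the smallest p-value whose values did not overlap between groups. Where no gene was called, the 3 with the smallest p-value per direction are named. One gene that this rule names is not reported here. Ift88 did not pass the filter in the young libraries, and its fold change comes from a fit in which it was kept. "Cacnab" in the study was read as Cacnb4. A total of 18 gene lists with 216 entries were tested by camera (preset correlation 0.01) and by fry in limma 3.58.1. DESeq2 1.42.0 served as an alternative test. Other alternatives were another scaling, no filter or a minimum of 10 counts in every library, an offset from average effective length, all 10 libraries in one fit, transcripts in place of genes, a block for the replicate number, and leaving out each library in turn. A covariate for background reads, removal of a trend with GC content (lowess span 0.3), and DESeq2 with the effective-length offset were chosen after seeing the data.

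CPM values are counts scaled to the library total and are given as mean ± SD. A library with 3 counts or fewer of a gene was taken as at the floor, and a fold against a group at the floor is given as a lower bound. Intervals on shares are 95% Wilson intervals. Intervals and floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

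The fitting scripts were tested on simulated counts in which 200 genes were changed by 3 on the log2 scale and 30 others by 1 for the list tests. Calls among those 30 count neither as recovered nor as false. With 10053 genes tested in the young design, edgeR recovered 127 of the 200 changed genes (63.5%) with 14 false calls among 143. With 14147 genes tested in the aged design, it recovered 90 (45%) with 7 false calls among 97. With no simulated change, edgeR called 0 genes in each design, with 9.14% and 8.89% of genes at an unadjusted p-value under 0.1. DESeq2 recovered 107 genes in the young design with 8 false calls among 115, and called 0 when nothing had been changed. It recovered 130 genes in the aged design with 76 false calls among 207, and called 19 genes when nothing had been changed. Replicates were also checked for duplicate libraries. The chi-square per degree of freedom between libraries of one group was 4.36 to 95.2, more than counting error alone gives for copies. Amplified libraries of the same RNA can exceed counting error too, so this cannot show that the samples are separate. Each library was counted as a separate sample by its title. Figures were drawn with matplotlib 3.10.9, and checks used Python 3.11.15 with scipy 1.17.1. Young libraries were not tested against aged ones, because age, culture and library background differ together.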

Results

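Gene expression was measured in 10 libraries of mouse MuSCs. The aged libraries held 8070711, 3037810 and 2936834 estimated reads with vehicle and 5253132, 2484473 and 3835275 with SAG, in the order of the replicate numbers. The young libraries held fewer, with 440935 and 1077563 estimated reads in the controls and 987419 and 705658 in the libraries labelled IFTKO. These are reads assigned to transcripts, not all reads sequenced. A floor of 3 counts thus corresponds to 6.8 CPM in young control 1 and to 0.372 CPM in aged vehicle 1.

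The libraries differed in the reads they carried on genes that muscle cells are not known to use. The 1732 olfactory and vomeronasal receptor genes, which encode odour and pheromone receptors, took 7.02 to 7.97% of the reads in the 4 young libraries. In young control 1 the share was 7.97% (Wilson 95% interval 7.89 to 8.05%). In the aged libraries it was 0.907% (0.901 to 0.914%), 2.32% (2.31 to 2.34%) and 3.31% (3.29 to 3.33%) with vehicle, and 0.831% (0.823 to 0.839%), 0.896% (0.885 to 0.908%) and 1.03% (1.02 to 1.04%) with SAG. The housekeeping gene Actb ran the other way, at 49.6 to 134 CPM in the young libraries and 2100 to 4280 CPM in the aged ones. These shares are used here as a measure of background reads.

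**Figure D1:**
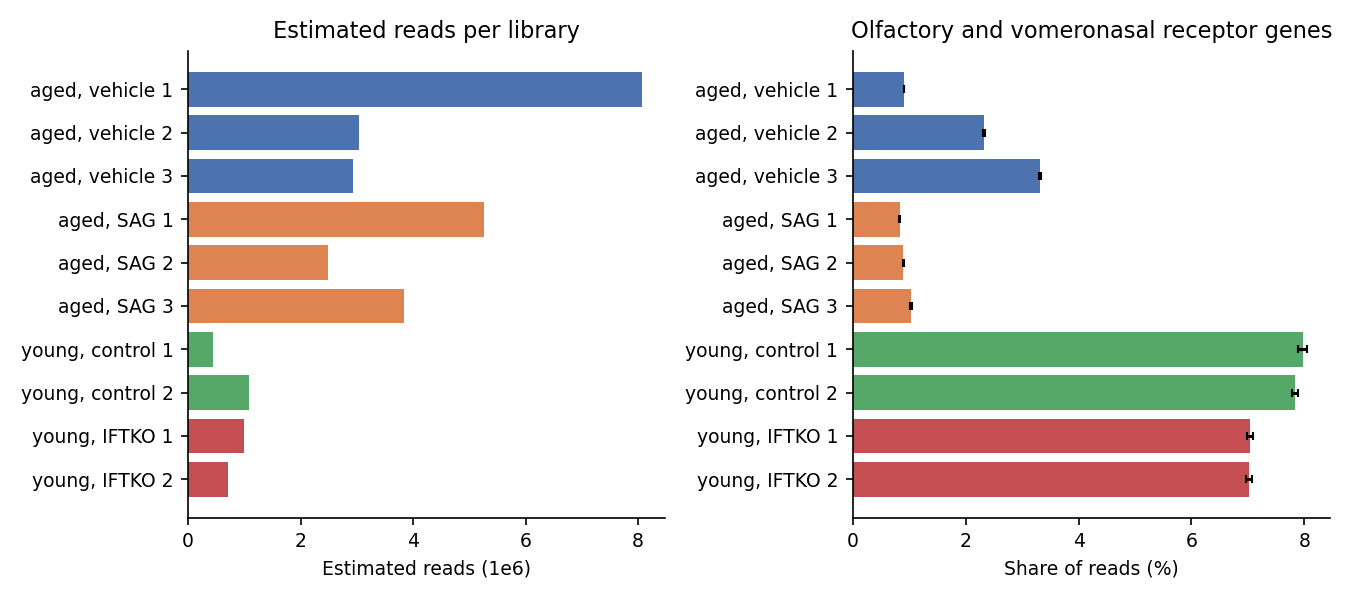
Left, estimated reads per library. Right, percent of reads on olfactory and vomeronasal receptor genes, with 95% Wilson intervals. Each bar is a library, coloured by group, and the 4 young libraries combine the fewest estimated reads with shares of 7.02% or more.

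The young libraries address which transcripts change when MuSCs lose the cilium. Ift88 (ENSMUSG00000040040, chromosome 14, 57424062 to 57517936), the targeted gene, had 1 and 6 reads in the control libraries and 2 and 7 reads in the libraries labelled IFTKO. Its level was 3.92 ± 2.33 CPM in controls and 5.97 ± 5.58 CPM in IFTKO (mean ± SD, 2 libraries each). The fitted log2 fold change of 0.21 was smaller than its SE of 1.35. A loss of Ift88 was not detectable with this number of assigned reads, and the labels could not be checked by it. The 7 reads of IFTKO 2 were assigned to Ift88-204, a transcript with a retained intron, whereas the control reads lay mostly on the coding transcript Ift88-201, with 1 and 5 reads against 2 and 0.

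Of 11295 genes tested between IFTKO and control, 30 were called by edgeR at an adjusted p-value under 0.05, of which 29 were higher and 1 was lower in IFTKO. The smallest adjusted p-value was 0.0243. Leaving out the filter on low counts moved this number most among the alternatives, to 454. At an unadjusted p-value under 0.1 there were 2685 genes, 1428 higher and 1257 lower, where chance alone gives 1130. The groups did not overlap in CPM for 47.6% of genes, against the 33.3% that chance gives for 2 against 2 libraries. CPM lacks the TMM scaling of the test, and a scaling difference between groups can raise this share.

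The called genes with the smallest p-values were a mixture of coding genes and poorly characterized loci. Xdh, on chromosome 17 (73883895 to 73950196), rose from 223 ± 42.4 to 1310 ± 78.5 CPM (log2 fold change 2.36, SE 0.26, edgeR adjusted p = 0.024). Muc5ac, on chromosome 7 (141788972 to 141819231), rose from 25.4 ± 12.2 to 228 ± 20.3 CPM (3.07, SE 0.35, edgeR adjusted p = 0.024). The predicted coding gene Gm7534 on chromosome 4 (134190804 to 134203004) was at the floor in both controls and at 86.2 ± 14.4 CPM in IFTKO, which is at least 12.7-fold higher (edgeR adjusted p = 0.024). The long noncoding genes Gm15298 on chromosome X (2.67, SE 0.27) and Gm11851 on chromosome 4 (2.43, SE 0.27) had the same edgeR adjusted p of 0.024. Of the 31-nt words in their transcripts, 71.3% and 72.1% also occur in transcripts of other genes, so their reads are uncertain in origin. Xdh shares 14.4% of its words, Muc5ac 0.3% and Gm7534 0.0%. Both Xdh and Gm15298 share most with Ppp2r5a, which was called too (1.99, edgeR adjusted p = 0.048), so the calls of these genes may not be separate. The gene called lower, Gm2316 on chromosome Y (−2.68, SE 0.33, edgeR adjusted p = 0.027), is a processed pseudogene that shares 96.3% of its words with other genes.

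**Figure D2:**
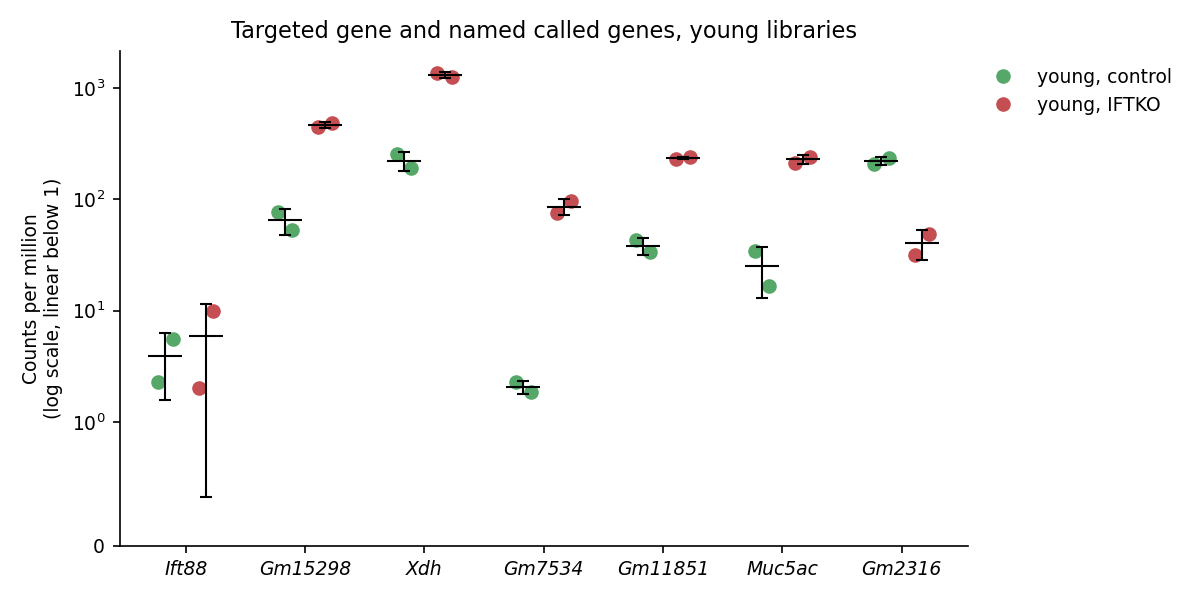
CPM on a log scale that is linear below 1, for Ift88 and the 6 called genes named by rule. Each point is a young library and black bars give mean ± SD of 2 libraries, drawn down to 0 at most. The groups overlap for Ift88 and lie apart for the 6 called genes.

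The genes that the study names for calcium signalling, Gα signalling and cell cycle were examined next. The study chose them on these libraries, so they are not independent evidence. None of these genes was called by edgeR over all genes tested (1777 genes in the whole fit had an unadjusted p under 0.05). Akap5 was called by edgeR with no filter (adjusted p = 0.0091) and by DESeq2 with the effective-length offset (adjusted p = 0.011). Cnga1 was called by DESeq2 with the offset (adjusted p = 0.0019) and with the replicate block added (adjusted p = 0.021). DESeq2 without the offset called neither. The authors' deposited table has adjusted p-values of 0.0099 for Akap5 and 0.0016 for Cnga1. The filter was passed by 5 of 8 calcium, 5 of 6 Gα and 4 of 5 cell cycle genes. Adjusted over the list alone, 2 calcium, 1 Gα and 2 cell cycle genes passed. Akap5 rose from 6.86 ± 3.14 to 51.4 ± 13.8 CPM (log2 fold change 2.78, SE 0.61, edgeR adjusted p = 0.16). Chrnb2 (3.29, SE 1.03, edgeR adjusted p = 0.22) and Gnb5 (1.58, SE 0.42, edgeR adjusted p = 0.19) were higher too. Chek2 rose by 0.86 (SE 0.24, edgeR adjusted p = 0.2). Cdk13 fell by 1.77 (SE 0.52, edgeR adjusted p = 0.2) and Mcm9 fell by 1.66 (SE 0.93, edgeR adjusted p = 0.44). Single libraries weigh on these values. Without control 2, Cdk13 was at −0.95 and Chrnb2 at 7.4, and Mcm9 was at −2.61 without IFTKO 2 and −1.04 without IFTKO 1. For Cdk13 and Mcm9 the study also reports lower levels by qPCR after loss of IFT88, a measurement apart from these libraries. Cacnb4 (1.24, SE 0.73), Rapgef4 (0.97, SE 0.66) and Prkar1a (0.8, SE 0.55) were higher, and Camk1d was at least 2.74-fold higher than controls at the floor. Rapgef4 ran from 0.39 without IFTKO 1 to 1.53 without control 2, and Prkar1a from 0.39 without IFTKO 2 to 1.11 without IFTKO 1. Cnga1, Atm and Cacna1d were lower by less than their errors, at −0.52 (SE 0.63), −0.45 (SE 0.69) and −0.65 (SE 1.14), and so was Add1 at −0.43 (SE 0.51). Of the genes that did not pass the filter, Cacna1g, Camkk2 and Babam1 were at the floor in both controls and at least 2.92-fold, 1.96-fold and 1.43-fold higher in IFTKO (1.67-fold for Cacna1g without IFTKO 1), Chrna4 stayed close to the floor, and Rgs2 was at 13.6 CPM in controls and 4.66 CPM in IFTKO.

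In the authors' deposited table for this comparison, 147 genes had an adjusted p-value under 0.05. At the authors' adjusted p-value under 0.1 there were 204 genes, of which 189 were tested here, and 97.9% of those had the same sign. Of the 30 genes called here, 29 were among them. The tables differed most where the effective length did. Slc1a2, on chromosome 2 (102658659 to 102790784), has a log2 fold change of 4.79 in the authors' deposited table, and its CPM changed by 0.26 (SE 0.3) on the log2 scale in the count fit. Its libraries held 33 and 57 reads in controls and 86 and 61 reads in IFTKO, while its average effective length was 12206 and 11903 nt in controls and 638 and 453 nt in IFTKO. Cnga1 has a log2 fold change of 3.61 in the authors' deposited table, against −0.52 here, with effective lengths of 2070 and 2402 nt in controls and 130 and 140 nt in IFTKO. DESeq2 without an effective-length offset shared 59 of the authors' 147 calls, and DESeq2 with the offset shared 145.

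**Figure D3:**
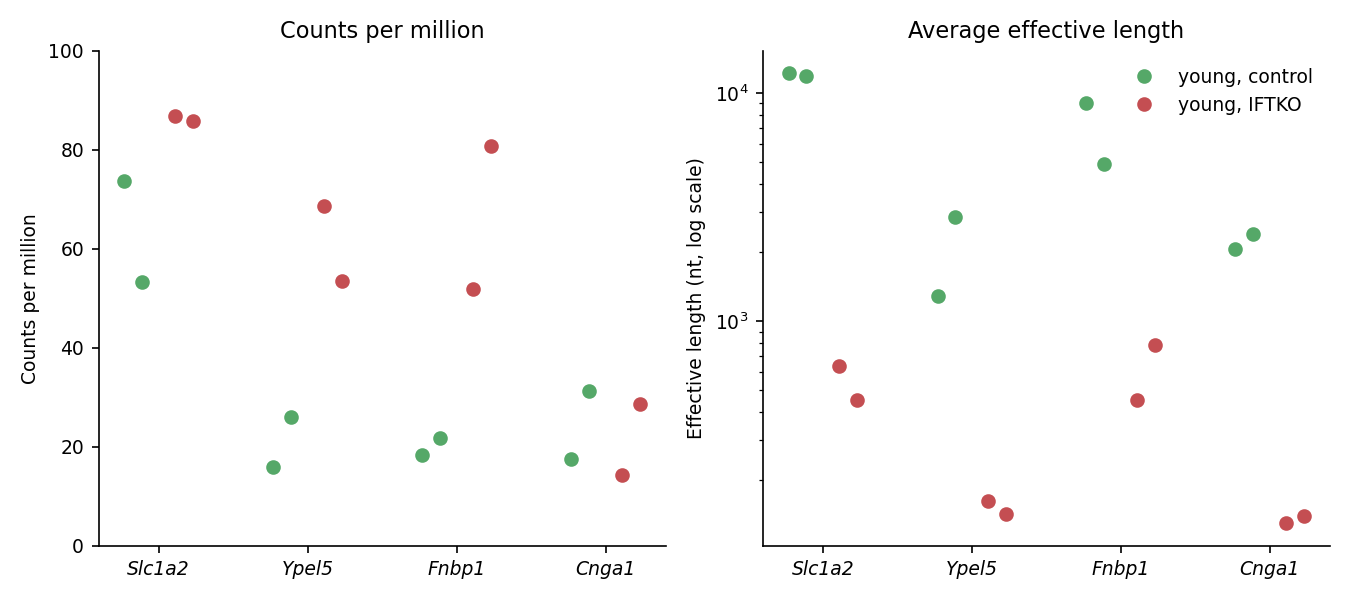
Left, CPM, and right, average effective length in nt on a log scale, for Slc1a2, Ypel5, Fnbp1 and Cnga1. Each point is a young library. Effective lengths of Slc1a2 lie at 638 nt or less in IFTKO and at 11903 nt or more in controls, while its counts differ far less.

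The aged libraries address which transcripts SAG changes after 24 h. Of 15329 genes tested between SAG and vehicle, 0 were called by edgeR, with a smallest adjusted p-value of 0.296 and 1197 genes at an unadjusted p under 0.05 (766.4 by chance). Leaving out the filter moved the number of calls most, to 217. At an unadjusted p-value under 0.1 there were 2380 genes, 916 higher and 1464 lower, where chance gives 1533. With vehicle replicate 1 left out this number was 5291, with 2746 higher and 2545 lower. The groups did not overlap in CPM for 14.2% of genes, and chance gives 10% for 3 against 3 libraries, with the same limit of scaling. Of the 472 receptor genes used to measure background that were tested, 433 were lower with SAG, with a median log2 fold change of −1.03.

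The direct readout of a Smoothened agonist is the Hedgehog response. Ptch1 (ENSMUSG00000021466, chromosome 13, 63508328 to 63573598) was at 19.1 ± 11.6 CPM with vehicle and 39.3 ± 16.1 CPM with SAG (mean ± SD of 3 libraries each), a log2 fold change of 1.25 (SE 0.61, edgeR adjusted p = 0.63) in which the groups overlapped. Gli2 was at 3.49 ± 3.11 and 1.92 ± 1.34 CPM (−0.59, SE 1.39, edgeR adjusted p = 0.9). These Gli2 values rest on 1, 19 and 12 reads with vehicle and 4, 4 and 13 reads with SAG, in the order of the replicate numbers. With so few reads and an SE larger than the fold change, a rise of Gli2 can be neither shown nor excluded here. The study reports higher Gli2 expression in aged MuSCs after SAG, and its methods list Gli2 among the genes measured by qPCR. Gli1 and Hhip did not pass the filter. Gli1 was at 9.33 ± 14.6 CPM with vehicle, nearly all of it 77 reads in vehicle 3, and at 0.672 ± 1.0 CPM with SAG. Hhip was at 7.9 ± 6.65 and 0.759 ± 0.219 CPM. The median log2 fold change of the 2 response genes tested, Ptch1 and Gli2, was 0.33 (fry set test in limma, adjusted p = 0.53). DESeq2, in which more response genes enter, gave a median of −1.13 with Ptch1 at 1.3 and Gli2 at −0.53. Ptch1 was higher with SAG under each alternative that was run, from 0.39 with the effective-length offset to 1.75 without vehicle 2, while the median changed sign between alternatives. With the effective-length offset it was −0.87, with Gli2 at −2.12.

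**Figure D4:**
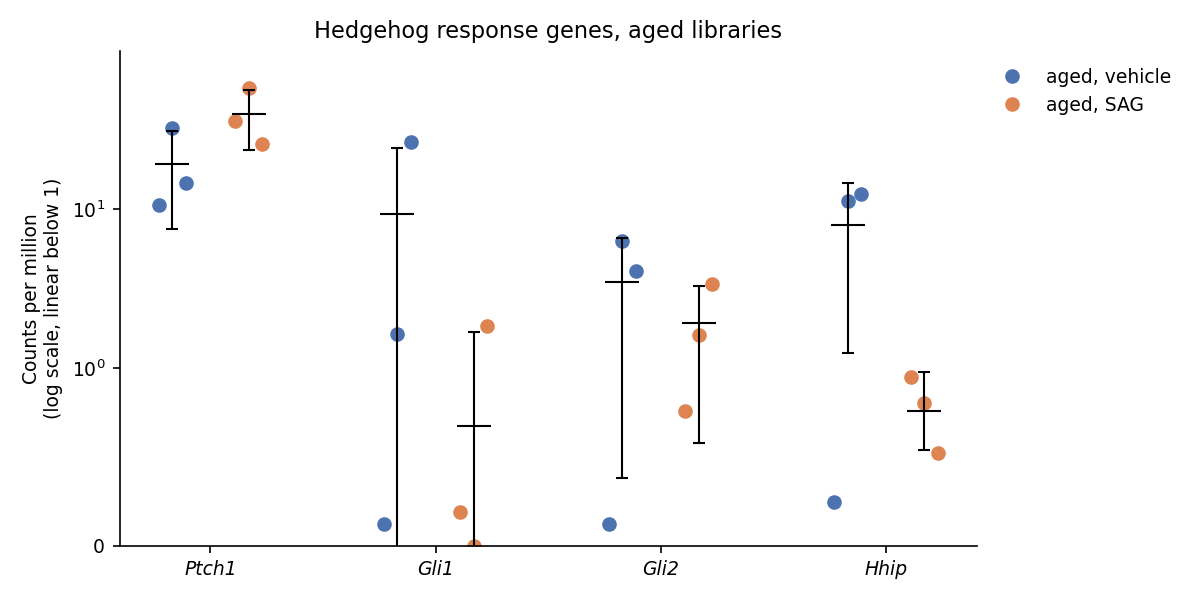
CPM on a log scale that is linear below 1, for 4 Hedgehog response genes. Each point is an aged library and black bars give mean ± SD of 3 libraries, drawn down to 0 at most. Vehicle and SAG libraries overlap for Ptch1, Gli1, Gli2 and Hhip.

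With no gene called, the genes with the smallest p-values are given as a description. Gm28437, an unprocessed pseudogene on chromosome 1 (24613189 to 24613971), had 0 reads in the vehicle libraries and 59, 176 and 736 reads with SAG, at least 89.4-fold higher (edgeR adjusted p = 0.3), or 40.1-fold without SAG 3. It was called by DESeq2 (adjusted p = 3.6e-10), by edgeR with all 10 libraries (adjusted p = 0.037) and by edgeR without SAG 1 (adjusted p = 0.024), and its adjusted p over the alternatives of edgeR and DESeq2 ran from 9.8e-22 to 0.87. All of its 31-nt words (100%) occur in other transcripts, most of them in the mitochondrial gene mt-Co3. 9130213A22Rik, which overlaps Hes7, was at least 20.9-fold higher (edgeR adjusted p = 0.39; 14.3-fold without SAG 3), and Dnajc30, which overlaps Bud23, rose by 3.97 (SE 0.81, edgeR adjusted p = 0.63). The antisense gene Gm20560, which overlaps Dnah6, fell by 3.73 (SE 0.64, edgeR adjusted p = 0.39). The pseudogene AC138790.5 and Car12 were at least 14.3-fold and at least 14.4-fold lower (edgeR adjusted p = 0.63 each), or 7.82-fold and 7.87-fold without vehicle 3. DESeq2 also called 9130213A22Rik (adjusted p = 8.2e-06), Dnajc30 (adjusted p = 0.00035), Gm20560 (adjusted p = 0.00013), AC138790.5 (adjusted p = 0.00061) and Car12 (adjusted p = 0.0041), in a design where 76 of its 207 calls on simulated counts were false. These 5 genes were called by edgeR with no filter and by DESeq2 with the effective-length offset too.

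In the authors' deposited table for SAG against vehicle, 168 genes had an adjusted p-value under 0.05 and 305 under 0.1. Of those 305, 246 were tested here and 99.2% had the same sign. DESeq2 with the effective-length offset and a replicate block shared 158 of the 168 calls, and without the block it shared 82.

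Gene lists were tested last. In IFTKO against control, 1 of 16 lists was called by camera, the early response genes, lower in 12 of 13 genes (median log2 fold change −0.72, camera adjusted p = 0.0091). The other lists (Hedgehog response and components, calcium, Gα and cell cycle genes of the study, cilium, proliferation, quiescence, commitment, sex, and markers of immune, endothelial, fibroadipogenic, Schwann and mural cells) had camera adjusted p-values from 0.36 to 0.68. In SAG against vehicle, 3 of 17 lists were called by camera. Proliferation genes were higher in 25 of 33 genes (median 0.29, camera adjusted p = 0.01), commitment genes in 8 of 9 (median 0.78, camera adjusted p = 0.023) and myofibre markers in 5 of 6 (median 1.34, camera adjusted p = 0.023). The other lists had camera adjusted p-values from 0.38 to 0.94. No erythroid marker was tested in either comparison and no myofibre marker in the young libraries. None of the 4 calls held under fry, whose smallest adjusted p-values were 0.19 and 0.3. Cilium genes had a median of 0.14 in IFTKO and of 0.1 with SAG.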

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

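The measure used in this part was chosen after single genes with different effective lengths had been seen, and its 2 tests were chosen before their own results were seen. Effective lengths, which enter the count fits only as an alternative, differed with the group in the young libraries. For 28 of 11295 tested genes, every IFTKO library and every control library were more than 4-fold apart in average effective length. The other 2 splits of the 4 libraries gave 14 and 20 such genes, so the excess over regrouped libraries is small, and 422 genes were more than 4-fold apart between the 2 control libraries alone. Of 141 tested genes called in the authors' deposited table at an adjusted p-value under 0.05, 10.6% were among the 28, against 0.248% of all tested genes. Many of those calls were reached by DESeq2 only with the effective-length offset, so this excess can come from the offset itself. Of the 30 genes called here, 0 were among the 28 (1777 genes had an unadjusted p under 0.05). At a share of 0.248%, 0 is the likely outcome for 30 genes, so this cannot set the calls here apart.

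Assignment of very few reads to isoforms was weighed as a technical source. The 28 genes had a median of 18.0 mean reads per library and the other tested genes 19.9, which argues against unusually low read numbers as what sets these genes apart, although all numbers are low. The real split gave the most genes, as 1 of 3 splits must, so an accident of grouping cannot be told apart from an effect of the group with 4 libraries. A change in isoform use after loss of Ift88 stays open and was not tested.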

How the results depend on the processing

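The background covariate, the removal of the GC trend, DESeq2 with the effective-length offset (alone and with the replicate block) and the lists without one library were chosen only after the data were seen. In IFTKO against control, the 30 calls were 28 with DESeq2's size factors in edgeR, 43 at an adjusted p-value under 0.1 and 38 with the replicate block. The number became 63 with DESeq2, 454 with no filter, 92 with at least 10 counts in every library, and 0 with the effective-length offset, with all 10 libraries and with transcripts tested one by one (2387 and 1911 genes at an unadjusted p under 0.1 in the first 2 of these, and 1777 at p under 0.05 without the change). The background covariate gave 0, removal of the GC trend 15 (all among the 30), DESeq2 with the effective-length offset 150, and the same with the replicate block 98. Calls were higher in 45 of 63 genes with DESeq2, 273 of 454 with no filter and 108 of 150 with DESeq2 and the offset, against 29 of 30. The 1911 genes with all 10 libraries were 1301 higher and 610 lower, against 1428 and 1257 without the change. The 2685 genes at an unadjusted p under 0.1 became 5449 with no filter, 1350 with at least 10 counts, and 1604 with DESeq2, the offset and the replicate block. Fewer genes are tested with at least 10 counts and more with no filter. For the other changes the cause was not tested.

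The Ift88 log2 fold change of 0.21 was −0.44 with the effective-length offset, −12.99 with the background covariate, −0.4 with DESeq2 and the offset, −0.36 with the replicate block added to these, −1.76 for the transcript Ift88-201 and 4.92 for the transcript Ift88-204. It ran from −1.31 without IFTKO 2 to 1.21 without control 2 across the 4 fits that each left out one library. It has no value with at least 10 counts in every library. Leaving out a young library leaves 1 library in a group, so no calls were counted there. The covariate fit rests on 4 libraries with receptor shares of 7.02 to 7.97% and has 1 coefficient more than the design without it, so its fold changes are poorly determined.

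Of the Hedgehog response genes in this comparison, edgeR gave −0.81 (SE 1.03) for Hhip and −0.12 (SE 0.52) for Ptch1, both smaller than their errors. Gli2, which did not pass the filter, was at −0.91 (SE 1.33) when kept. Among single genes of this comparison, the effective-length offset moved Cnga1 to 3.59, Atm to 2.07 and Hhip to 0.18. DESeq2 with the offset gave 3.61 for Cnga1, 2.09 for Atm and 0.27 for Hhip. With the replicate block added it gave 3.62 for Cnga1, 2.06 for Atm, 1.85 for Cacna1d and −0.71 for Hhip. At least 10 counts in every library gave 0.06 for Ptch1. The background covariate gave 1.14 for Ptch1, −39.66 for Chrnb2, 0.61 for Add1, −0.32 for Prkar1a, −2.9 for Rapgef4 and 0.71 for Mcm9. Across the fits without one library, Hhip ran from −3.01 to 0.09 (highest without IFTKO 1), Cacna1d from −1.75 to 6.52, Cnga1 from −1.17 to 0.09 and Atm from −0.99 to 0.6 (highest without control 2 for these 3). For Cnga1 and Atm the offset itself reverses the sign, since their effective lengths were shorter in both IFTKO libraries than in both controls. Those of Hhip were shorter too (7473 and 3512 nt against 7700 and 7889 nt), but with the replicate block added its sign was not reversed. For the other changes the cause was not tested. Over both comparisons, 361 results of single genes were the same, 18 weaker, 30 stronger, 15 moved and 23 reversed. Same means that sign and called status were kept, whatever the size. Weaker and stronger mean a call lost or gained. In the fits without one young library, a shift under the within-group spread was the same and a larger one moved. Cacna1d, at −0.65, thus counted as the same at −28.9 with the background covariate, so these counts do not measure how stable the sizes were.

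In SAG against vehicle, the count of 0 calls (1197 genes at an unadjusted p under 0.05) became 85 with DESeq2, 217 with no filter, and 1 each with at least 10 counts, with all 10 libraries and with the replicate block. DESeq2 with the effective-length offset gave 124 and with the replicate block added 163. Calls were higher with SAG in 20 of the 85 genes with DESeq2 and in 43 of the 217 with no filter. They were higher in 37 of the 124 with DESeq2 and the offset, and in 73 of the 163 with the replicate block added. DESeq2 also called 19 simulated genes in this design when nothing had been changed, and 0 in the young design. Gm28437 is the call with all 10 libraries, with the replicate block and without SAG 1. Across the 6 fits that each left out one library there were 0 to 1 calls, with 1 without SAG 1. The 2380 genes at an unadjusted p under 0.1 became 4390 with DESeq2, 5240 with no filter, 4771 with all 10 libraries, 4313 with DESeq2 and the offset, and 3797 with the replicate block added. They ran from 1602 to 5291 across the fits without one library, the lowest without vehicle 3 and the highest without vehicle 1.

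The Hedgehog response median of 0.33 was −1.13 with DESeq2, −1.0 with no filter, −0.87 with the effective-length offset, −0.59 with all 10 libraries, −2.03 with DESeq2 and the offset, and −0.38 with the replicate block added. With the background covariate it was 2.2. It ran from −1.25 without SAG 3 to 0.96 without vehicle 2, and its fry p was under 0.05 in that fit and with the background covariate before adjustment over the lists. Ptch1 stayed above 0 under each alternative, and Gli2 did not keep its sign. Different numbers of response genes pass under different filters, but with the effective-length offset the same 2 genes gave −0.87. The effective lengths of Ptch1 were longer with SAG (7199, 7325 and 7106 nt) than with vehicle (1838, 5231 and 6808 nt). The offset itself thus lowers the fold change of Ptch1. Effective lengths of Gli2 overlapped between the groups. The cause of the other changes was not tested. Gli2 alone was 0.03 with the replicate block, 2.95 with the background covariate and ran from −1.25 without SAG 3 to 0.17 without vehicle 2.

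Camera called 1 list in IFTKO and 3 lists with SAG. fry called 0 in each, and camera with the background covariate called 0 in each. Leaving out one aged library gave 1 to 3 lists, with 1 without vehicle 1, vehicle 2 or SAG 3 and 3 without vehicle 3, SAG 1 or SAG 2. The same-sign share with the authors' deposited tables was 98% and 97.7% at the authors' unadjusted p-value under 0.1.

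Over all genes, the replicate numbers were not shown to pair the libraries, although the model behind the authors' deposited table for SAG follows the numbers, and immune transcripts are close within numbers 1 and 2 but not within number 3. The correlation of deviations from the group means between same-numbered libraries was 0.04, 0.0 and 0.11 in the aged libraries and 0.02 in the young ones. With 2 libraries per group both replicate numbers must give the same value, so the young value counts once. The replicate block gave 38 calls in IFTKO and 1 call with SAG, and 1 and 3 lists by camera.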

Other observations

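The tests in this part were chosen or given their predictions only after the result was seen, except the share of the 10 top receptor genes, the GC difference between libraries of one group and the splits for the commitment and myofibre lists.

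The young libraries carried 7.02 to 7.97% of their reads on olfactory and vomeronasal receptor genes and only 49.6 to 134 CPM of Actb. A few receptor genes do not account for this, because the 10 with most reads held at most 20.9% of the receptor reads. Genomic DNA carried into the amplification is a candidate source. In male cells it would give X-linked genes about 0.5 of the read density of autosomal genes. Over 259 X-linked and 3938 autosomal coding genes with 10 reads or fewer in total in vehicle 1 and the 3 SAG libraries, the ratio had a median of 0.483 over the young libraries. Its 95% bootstrap interval reached 0.785 in young control 1, above the limit of 0.75, which was itself set after first ratios had been seen, so genomic DNA and other unspecific reads cannot be told apart there. No biological explanation was tested, since age, culture and handling differ together between young and aged libraries.

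In SAG against vehicle, the genes at an unadjusted p under 0.1 may in part follow background reads rather than SAG. Vehicle 2 and 3 had receptor shares of 2.32% and 3.31%, and the other aged libraries had 1.03% or less. Of the 10 splits of the 6 libraries, the 4 that keep vehicle 2 and 3 together gave at least 2282 genes, and the 6 that part them gave at most 889. The real split, with 2380 genes, is one of the 4, and 2 of the 10 splits gave as many. Without vehicle 1, the vehicle library with the lowest share, the number was 5291, of which 2746 were higher and 2545 lower. The calls test nothing in this respect, since the real split gave 0 (1197 genes at an unadjusted p under 0.05) and all 10 of the 10 splits then give as many. With the receptor share as a covariate the lower genes made up 48.0% of those at p under 0.1, against 61.5% without it. But the excess of lower genes was absent as well without vehicle 1, where both vehicle libraries carry the higher shares. It was nearly absent without vehicle 3 (773 higher and 829 lower). The excess was smaller with the replicate block (1024 higher and 1150 lower), with the GC trend removed (977 and 1181) and without vehicle 2 (977 and 1159). It stayed without SAG 1 (651 and 1199), SAG 2 (726 and 1248) or SAG 3 (745 and 1718). Background reads as the source of this excess and other sources cannot be told apart, because these values point both ways. With the covariate 2377 genes passed, of which 782 were among the 2380. An effect of SAG on part of these genes stays open, because both libraries with the higher shares are vehicle libraries.

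Of the 3 lists called by camera with SAG, the splits group only the proliferation list by the same libraries. The proliferation list had a camera p of at most 0.0023 in the 4 splits that keep vehicle 2 and 3 together and of at least 0.0325 in the 6 others. The commitment and myofibre lists reached a camera p of 0.987 and 0.936 in splits that keep vehicle 2 and 3 together. In splits that part them they reached 0.000999 and 0.0403, so these 2 lists did not follow vehicle 2 and 3. For the commitment list 0.000999 is smaller than the 0.00415 of the real split, so the splits do not point to SAG either. The reading of such overlapping splits was changed from undecided to against background after the values were seen. Background in vehicle 2 and 3 is thus not excluded as a source of these 2 calls. As many lists as in the real split, 3, were called in 2 of the 10 splits. A dilution of abundant transcripts by background reads is a candidate explanation for the higher proliferation genes, and a response to SAG was not separated from it. The Hedgehog response median was as far from 0 in 7 of the 10 splits, and it ran from −1.25 without SAG 3 to 0.96 without vehicle 2. With 1 library left out, camera called 1 list without vehicle 1, vehicle 2 or SAG 3, and the same 3 lists without vehicle 3, the library with the highest receptor share among the aged ones, a fit in which vehicle 2 stays. With the receptor share as a covariate camera called 0 of the 3 lists, and the camera p of the proliferation list was 0.84, against 0.00059 without the covariate, and those of the commitment and myofibre lists were 0.069 and 0.055, against 0.00415 and 0.00332.

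The 30 genes called in IFTKO against control were examined for background too. Of these, 2 are themselves receptor genes, Olfr975 and Olfr1221, both higher in IFTKO. More background overall in the IFTKO libraries is argued against, because the 629 tested receptor genes had a median log2 fold change of −0.44 while the genes called higher had a median of 2.66. Background reads at these particular loci remain possible. All 29 genes called higher correlated positively with the receptor share over the 6 aged libraries, which played no part in calling them, with a median r of 0.871, where 2 of them are part of that share. Random lists of tested genes matched on expression had a median r of 0.884, and the called genes lay at percentile 34.9 of 10000 such lists. The test had been set up to count a percentile under 50 against the explanation. It was read as undecided only after its value was seen, because the matched genes follow the receptor share as closely and the measure cannot separate them. Regrouping gave fewer calls, with 30 in the real split and 0 in the 2 others (239 and 225 genes at an unadjusted p under 0.05), but 1 of 3 splits is the smallest share that 4 libraries allow. A biological effect of Ift88 loss stays open.

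Log2 fold changes in IFTKO against control rose with GC content, by 0.87 from the lowest to the highest GC decile of genes. Young libraries of one group differed by at most 0.32 along the same axis. In the aged libraries the trend was 0.88 for SAG against vehicle, and vehicle 3 differed from vehicle 1 by −1.62, so larger GC differences than that of IFTKO arose within a group there. A GC bias of library preparation that happened to follow the groups cannot be told apart from a group effect here, because each group has 2 libraries. With the trend removed, 15 of the 30 calls passed, at adjusted p-values of 0.048 to 0.049, which lie close to the threshold, and their fold changes stayed far from 0 (median 2.27, from 2.52), which argues against the GC trend as their whole cause. The 15 genes that were lost had a median of 2.16, from 2.74, with adjusted p-values of 0.051 to 0.14, and for these a part of the trend in their calls cannot be told apart from a group effect.

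How many genes are called in the authors' deposited table for IFTKO depends on the effective-length offset. DESeq2 shared 59 of the 147 calls without it and 145 with it. Most calls kept their direction without the offset, since 138 of the 141 tested in the edgeR count fit had the same sign there. Of these 141, 126 had an unadjusted edgeR p under 0.1. Slc1a2, Ypel5 and Fnbp1 have shorter effective lengths in both IFTKO libraries than in both controls. Whether shorter effective lengths reflect isoform use or quantification was not tested beyond the part above.

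Immune transcripts were close within replicate numbers 1 and 2 of the aged libraries and apart within number 3. The 12 immune markers together were at 350 and 428 CPM in vehicle 1 and SAG 1, at 1290 and 1360 CPM in vehicle 2 and SAG 2, and at 230 and 25.0 CPM in vehicle 3 and SAG 3. Lyz2 was at 242 and 293 CPM in vehicle 1 and SAG 1, at 996 and 1080 CPM in vehicle 2 and SAG 2, and at 41.5 and 8.87 CPM in vehicle 3 and SAG 3. Immune cells carried into the sort are a candidate source. The 10 tested immune markers had a median pairwise Spearman correlation of 0.371 over the 6 libraries, at percentile 95.4 of random lists matched on expression and below their upper bound of 0.429, so carried cells cannot be told apart from separate variation of single genes with 6 libraries. How many of the markers MuSCs themselves express was not tested.

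In the aged libraries a single 57-nt transcript, Gm23935-201, with an effective length of 1 to 2 nt, took 42.9 to 78.6% of all TPM. TPM values of other genes in these libraries therefore move with that transcript. The comparisons here use counts, as set before the data were examined.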
